A study of Arabidopsis thaliana with 24 samples. Its data were reported in "Identification and characterization of a core set of ROS wave‐associated transcripts involved in the systemic acquired acclimation response of Arabidopsis to excess light" (2019).

How the data were processed

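RNA sequencing measured transcripts in local and systemic leaves of Col-0 plants in 24 libraries, 8 groups of 3 replicates, grouped by the sample titles in the labels. Each replicate was a pool of leaves of many plants. According to the labels and the study's methods, plants grew at 23°C in 8 h of light and 16 h of dark at 50 µmol m−2 s−1. The drop held 0.3% agarose with water or with 50 mM DPI.

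The deposited table gives 1 value per gene and library for 32833 genes. The authors made single-end libraries, checked the reads with FastQC, aligned them with STAR to the TAIR10 genome with its annotation, and normalized read counts per gene with DESeq2 before deposition. The values deposited by the authors are therefore a normalized signal, each gene's count of reads divided by the size factor of its library, and not raw counts. The libraries were stranded, and STAR's default mapping allowed a read several locations in the genome. The methods do not say whether counting per gene used the strand or how reads with several locations were counted, so that levels of close family members and of overlapping genes are uncertain. Every value of a library is a whole multiple of its smallest value, and dividing by that value gave whole reads for 100% of the values. Size factors computed again from these reads by the median of ratios differed from those implied by the table by at most 4.4e-15 in relative terms. Totals of recovered reads per library give the depth. The floor of 3 reads covers counting error only.

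Gene symbols came from the RefSeq annotation of TAIR10.1, in which 32548 of the 32833 identifiers were found. Its build is not the one the authors name, so that no coordinates are given. The GC share and transcript length used in 1 check came from the same annotation, for 18206 of the 18314 tested genes (99.4%).

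Levels were analysed as log2(normalized count + 1) with limma (version 3.58.1, R 4.3.3). Genes with a normalized count of at least 10 in at least 3 libraries were tested, 18314 in all. All 24 libraries entered one fit with a mean per group and 16 residual degrees of freedom, and the variance prior followed a trend on mean level. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each of the 9 comparisons, with a threshold of 0.05. The comparisons were the light response (high light against control) in each leaf under each drop, DPI against water without light stress in each leaf, the drop by light interaction in each leaf, and the leaf by light interaction under water. Fold changes are on the log2(normalized count + 1) scale, which understates the change of transcripts at low level. Where a group was at or under the floor in all its libraries, the fold was computed against the floor and given as a lower bound. The number of transcripts raised under water and not under DPI was counted from the calls of 2 tests and is not itself a test.

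The transcripts named in the text follow a rule fixed before the data were examined. It comprises 10 transcripts discussed by the study, and, among transcripts past the threshold with the same sign in all 3 same-numbered replicates, the 3 largest rises and the 1 largest fall in each light response and the 2 largest changes in each other comparison. Clock, copper and heat shock transcripts in the closing observations, with UGT76B1, lie outside this rule. The copper transcripts were listed after FSD1 was seen.

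Alternatives were fixed before the data were examined: pseudocounts of 5 and 0.5, no filter on low values, a mean normalized count of at least 50, rescaling by trimmed mean of M values (TMM), quantile normalization, a fit of only the groups in the contrast, the replicate number within each leaf type as a block, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2's Wald test (version 1.42.0) on the recovered reads, and leaving out each replicate in turn. DESeq2 was run with its default independent filtering and an adjusted p-value under 0.05. Pairing of libraries across groups comes from the replicate numbers in the sample titles. The tests were tested on simulated data with 200 of 18314 genes changed 2-fold up or down. limma recovered 176 of them with 8 false calls, edgeR 177 with 10 false calls, DESeq2 165 with 1 false call and limma with the block 178 with 8 false calls. The simulation covered only the light response of the systemic leaf under water, without the other libraries. The reported calls of that comparison had a median change of 0.33 on the log2 scale, smaller than those simulated. Recovery of such small changes and of interactions was not tested. Figures were drawn with matplotlib (version 3.10.9).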

Results

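The steady-state level of transcripts was measured by RNA sequencing in leaves of *Arabidopsis thaliana* Col-0, the reference accession of this plant. Plants were 4 to 5 weeks old. A drop of agarose holding water or diphenyleneiodonium (DPI, an inhibitor of flavin enzymes such as the NADPH oxidases that make reactive oxygen species) had been placed midway between a local and a systemic leaf for 15 min. The local leaf was then exposed for 8 min to high light of 2000 µmol m−2 s−1, or was not, and the local leaf and the distant, untreated systemic leaf were collected. The 24 libraries fall into 8 groups of 3 replicates: water or DPI, high light or control, local or systemic leaf. Total reads per library ranged from 13492454 (DPI high light local leaf, replicate 1) to 26913744 (water control systemic leaf, replicate 3), with a median of 17764651.5. Between 20256 and 21324 genes were above 0 in a library. The smallest level that the depth can show, set at 3 reads, was 2.00 to 4.27 normalized counts, depending on the library. The 10 most abundant transcripts took 9.74% to 11.9% of the reads of a library.

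Replicates of a group were closer to one another than to the other groups in most cases. The correlation of log2 levels across the 18314 tested transcripts was 0.987 to 0.994 over the 24 pairs of replicates. Each pair differed by more than sampling noise, with a chi-square of 1.51 to 3.57 per degree of freedom over transcripts with at least 20 reads in the pair, so that no pair was treated as 1 library deposited more than once. All 24 libraries were counted as separate samples, as the labels give them, and the values do not show whether plants or harvests were separate. The first component of the log2 levels held 39.8% of the variance and the second 23.0%. In 20 of the 24 libraries both nearest libraries were of the same group, and the single nearest library was of the same group in all 24.

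The first comparison asks which transcripts change in the leaf that receives the light and in the leaf that does not, when the drop between them holds water. In the local leaf 5921 of 18314 tested transcripts differed between high light and control at an adjusted p-value (limma) under 0.05, 3278 with a higher and 2643 with a lower level. The systemic leaf gave 1971, with 1403 transcripts higher and 568 lower. Quantile normalization moved the local numbers most, to 2469 higher and 4585 lower. At least 2-fold rises were fewer, 924 in the local leaf and 272 in the systemic leaf, and at least 2-fold falls numbered 278 and 34. Of the 1403 transcripts raised in the systemic leaf, 1003 (71.5%) were also raised in the local leaf, where 251 would be expected if the 2 lists were independent. Across transcripts the local and systemic light responses under water correlated with r = 0.28. Transcripts are not independent replicates, and this r describes the libraries only. A direct test of the difference between the leaves, the leaf by light interaction under water, gave 3440 transcripts, 1560 with a more positive and 1880 with a more negative response in the systemic leaf.

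**Figure D1:**
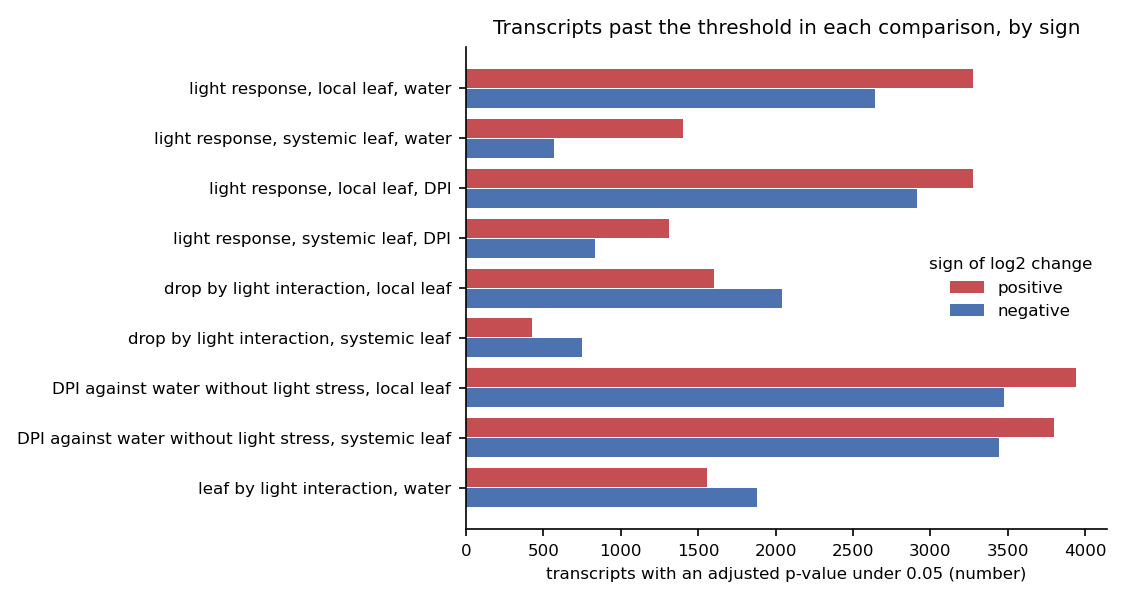
Number of transcripts with an adjusted p-value under 0.05 in each of the 9 comparisons (horizontal axis), with positive changes in red and negative changes in blue. The effect of DPI without light stress gave the longest bars, 3944 positive and 3476 negative in the local leaf and 3797 positive and 3446 negative in the systemic leaf.

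The transcripts with the largest rises in the local leaf under water were AT1G53540, HSP23.6-MITO (AT4G25200) and AT1G71000. Their control libraries were at or under the floor of 3 reads, so that the rises are lower bounds. AT1G53540 reached 4704 ± 230 normalized counts (SD, n = 3), at least 1556-fold higher than the floor. HSP23.6-MITO reached 2966 ± 59.8 (SD, n = 3), at least 981-fold higher, and AT1G71000 reached 1632 ± 22.6 (SD, n = 3), at least 540-fold higher. None of these transcripts rose in the systemic leaf, where the high light libraries held 0.338 ± 0.585 (SD, n = 3) normalized counts of AT1G53540. AT1G53540 and HSP17.6A (AT5G12030) had the largest leaf by light differences under water, with log2 differences of −11.93 (SE 0.608, limma adjusted p 3.99e-19) and −11.06 (SE 0.465, adjusted p 6.28e-22). Small heat shock protein transcripts come from a gene family, and reads shared between its members would make the level of a single member uncertain. The largest local fall was that of AT5G45670, from 356 ± 46.1 to 4.69 ± 3.33 normalized counts (SD, n = 3), a log2 change of −6.20 (SE 0.267, limma adjusted p 4.68e-22).

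The largest systemic rises under water were those of AT5G21960, ORA47 (AT1G74930) and RTFL12 (AT4G13395). ORA47 rose from 39.4 ± 1.78 to 531 ± 38.1 normalized counts (SD, n = 3), a log2 change of 3.72 (SE 0.112, limma adjusted p 3.79e-26). RTFL12 rose from 7.10 ± 4.43 to 87.3 ± 9.26 (SD, n = 3), a log2 change of 3.57 (SE 0.252, adjusted p 1.38e-14). AT5G21960 was at 0 in the control libraries and at 16.4 ± 5.47 (SD, n = 3) after high light, at least 4.93-fold higher than the floor, and rests on few reads. The largest fall was that of FSD1 (AT4G25100), from 711 ± 94.6 to 51.0 ± 17.2 normalized counts (SD, n = 3), a log2 change of −3.82 (SE 0.134, limma adjusted p 4.38e-24). FSD1 fell in the local leaf under water as well, from 999 ± 52.4 to 88.2 ± 14.05 (SD, n = 3). Under DPI it was at 293 ± 9.90 in the systemic control leaf and 314 ± 17.6 (SD, n = 3) after high light.

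The same light responses were then measured with DPI in the drop. The local leaf gave 6190 transcripts, 3276 higher and 2914 lower, and in the systemic leaf 2144 differed, 1309 higher and 835 lower. Of the 1309 transcripts raised in the systemic leaf under DPI, 1089 (83.2%) were also raised in the local leaf. Locally, HSP23.6-MITO rose at least 553-fold and AT1G71000 at least 520-fold over the floor, and AT1G59860 rose from 37.1 ± 5.96 to 12387 ± 197 normalized counts (SD, n = 3). The largest local fall was that of PAD3 (AT3G26830), which was at 101 ± 9.51 normalized counts (SD, n = 3) in the DPI control leaf and at 0 after high light, at least 23.7-fold lower. AT3G01345 rose in the systemic leaf from 161 ± 10.6 to 801 ± 31.7 (SD, n = 3), a log2 change of 2.31 (SE 0.0818, limma adjusted p 5e-23). AT1G70640 rose from 5.97 ± 1.41 to 42.6 ± 7.59 and AT4G35655 from 2.77 ± 2.06 to 14.5 ± 1.34 (SD, n = 3). The rise of AT4G35655, with a log2 change of 2.19 (SE 0.585, limma adjusted p 0.00767), was no longer past the threshold when DPI control systemic replicate 3 was left out. LTP4 (AT5G59310) fell from 78.5 ± 14.4 to 1.197 ± 1.05 normalized counts (SD, n = 3), at least 23.9-fold lower.

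The effect of the drop alone is the background against which the light responses under DPI are read. Without light stress, DPI against water gave 7420 transcripts in the local leaf, 3944 higher and 3476 lower under DPI. The corresponding systemic number was 7243, 3797 higher and 3446 lower. DESeq2 on the recovered reads moved the local number most, to 6631, and leaving out 1 replicate the systemic number, to 6439. The small excess of raised transcripts depended on the scaling. With quantile normalization it reversed in both leaves, to 3495 higher and 4286 lower locally and 3583 higher and 3751 lower in the systemic leaf, and with TMM rescaling the local split was 3730 to 3737. Both exceed the numbers of the light responses in the same leaf. The DPI effects in the 2 leaves correlated across transcripts with r = 0.68, and 2662 transcripts were raised in both, where 818 would be expected. The largest changes were those of LTP4 and LTP3 (AT5G59320), similar members of one gene family whose reads may be split uncertainly. LTP4 was at 0 in all 6 water control libraries and at 98.4 ± 45.3 in the local and 78.5 ± 14.4 in the systemic DPI control leaf (SD, n = 3), at least 32.5-fold and 23.6-fold higher than the floor. LTP3 was at 5.25 ± 2.45 in the systemic water control leaf and at 722 ± 5.27 in the systemic DPI control leaf (SD, n = 3), a log2 change of 6.92 (SE 0.309, limma adjusted p 3.81e-21).

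Whether DPI changed the response to light was tested directly with the drop by light interaction, the light response under DPI minus that under water. A total of 3642 local transcripts passed the threshold, 1600 with a more positive and 2042 with a more negative response under DPI. The systemic number was 1172, 425 more positive and 747 more negative. Among the alternatives listed for the processing, DESeq2 on the recovered reads moved the local number most, to 2985, and the replicate block the systemic number, to 1420. Checks outside these alternatives, described below, moved them further. Removing trends on GC share and transcript length gave 4465 local transcripts. Differences between same-numbered libraries gave 1771 local and 260 systemic transcripts. That check fitted the differences alone, with fewer residual degrees of freedom than the 16 of the main fit, which by itself can lower the numbers. PAD3 and PR1 (AT2G14610) had the largest interactions in the local leaf. PR1 rose from 35.9 ± 5.54 to 256 ± 23.8 normalized counts with light under water, and fell from 1121 ± 116 to 17.9 ± 0.674 with light under DPI (SD, n = 3), an interaction of −8.70 on the log2 scale (SE 0.181, limma adjusted p 1.74e-31). LTP4 and CYP81D11 (AT3G28740) had the largest systemic interactions. CYP81D11 went from 0 to 6.32 ± 3.68 normalized counts under water and from 40.7 ± 1.34 to 8.73 ± 2.02 under DPI (SD, n = 3), an interaction of −4.83 (SE 0.579, limma adjusted p 6.28e-08).

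A second way to list transcripts whose response DPI suppressed is to take those raised by light under water and not so called under DPI. This gave 1496 transcripts in the local leaf and 704 in the systemic leaf. With a fit of only the groups compared, the systemic number was 456, and with quantile normalization the local number was 1064. A list of this kind does not test the difference. Of the 1496 local transcripts 899 (60.1%) also had a smaller response under DPI by the interaction test, and of the 704 systemic transcripts 294 (41.8%) did. The reverse lists, raised under DPI and not so called under water, held 1494 local and 610 systemic transcripts, and 1782 local and 699 systemic transcripts were raised under both drops. In the systemic list the median light response was 0.31 under water and 0.03 under DPI on the log2 scale, and the median effect of DPI without light was 0.41. Of these 704 transcripts 498 (70.7%) were raised by DPI alone, against 20.7% of all tested transcripts, and in 385 (54.7%) the DPI control level was at or above the level after high light under water. Of the 699 systemic transcripts raised under both drops, 598 (85.6%) were raised by DPI alone, with a median effect of 0.63, and in 394 (56.4%) the DPI control level was at or above the level after high light under water. In the local list 911 (60.9%) were raised by DPI alone, as were 999 (56.1%) of the transcripts raised under both drops, against 21.5% of tested transcripts. Across all 18314 transcripts the systemic light response under water correlated with the systemic response under DPI with r = 0.31 and with the effect of DPI alone with r = 0.61, which is 0.43 when the differences are taken against separate water control libraries. The corresponding local values were 0.59, 0.43 and 0.36.

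**Figure D2:**
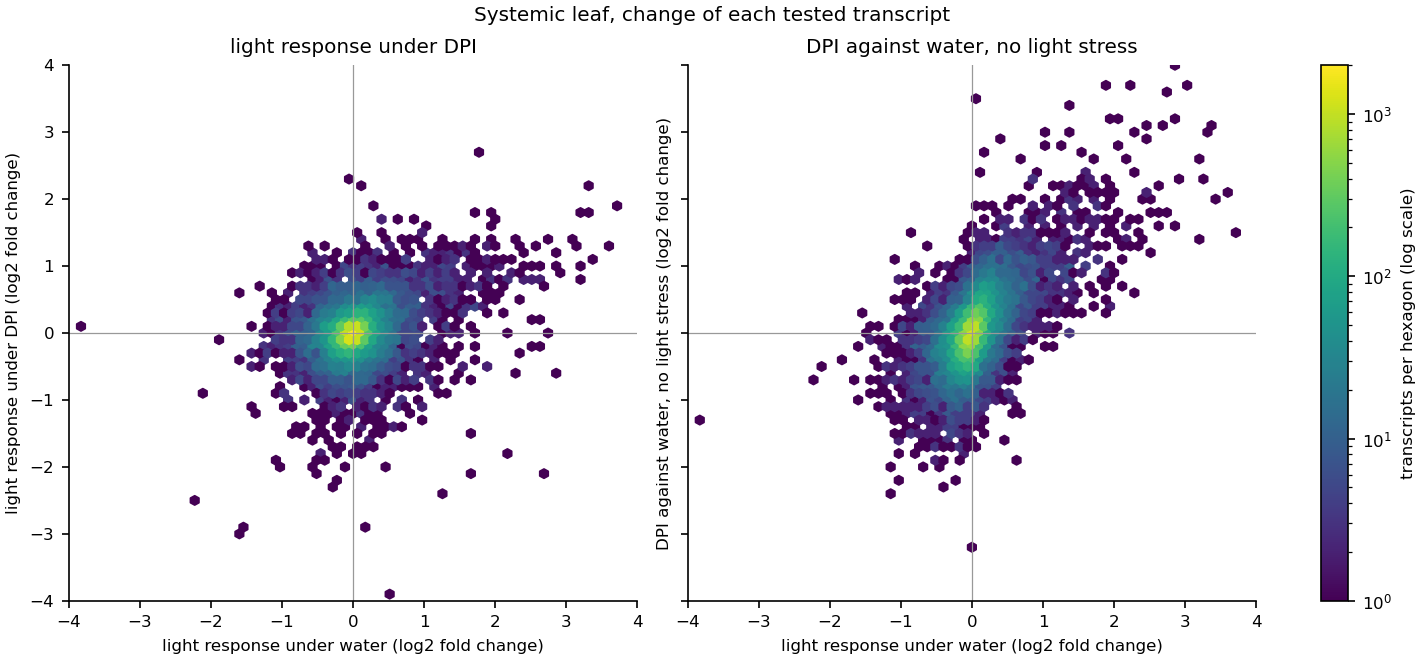
Log2 fold change of each tested transcript in the systemic leaf, with the light response under water on the horizontal axis and, on the vertical axis, the light response under DPI (left) or the effect of DPI without light stress (right). Colour gives the number of transcripts per hexagon on a log scale, 11 transcripts lie outside the plotted range of 4 log2 units either way, and the cloud on the right (r = 0.61, water control libraries shared by both axes) is more elongated along the diagonal than that on the left (r = 0.31).

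A list of 10 transcripts that the study discusses, fixed before the data were examined, was followed in all groups. In the local leaf light raised 7 and lowered 2 under water, and raised 5 and lowered 1 under DPI. MYB30 changed there by −0.29 on the log2 scale under water (limma adjusted p 0.00315) and by −0.38 under DPI (9.1e-05). AT3G13600 changed by −0.52 locally under water (0.0291). Both falls under water missed the threshold in some alternatives (adjusted p up to 0.0798 and 0.153). In the systemic leaf under water 6 of the 10 were raised at an adjusted p-value under 0.05 over all tested transcripts, and 8 when the adjustment was made over the list alone. WRKY48 (AT5G49520) and AT1G29670 were not among the 6 (limma adjusted p 0.0792 and 0.0808) and passed with the replicate block (0.0376 and 0.0221) and in 1 fit each that left out a replicate (0.0113 and 0.0312). Under DPI 7 were raised in the systemic leaf, and 9 differed when adjusted over the list alone. Of these 7, WRKY48 lost the threshold in 4 of the 6 fits that each left out 1 replicate (limma adjusted p 0.053 to 0.0727, against 0.0136 with all libraries) and AT3G13600 in 2 (0.0723 and 0.101, against 0.0128). RBOHD (AT5G47910) rose from 1107 ± 28.4 to 1688 ± 74.1 normalized counts in the systemic leaf under water and from 1209 ± 22.1 to 1822 ± 18.9 under DPI (SD, n = 3). MYB30 (AT3G28910) rose by 0.30 on the log2 scale in the systemic leaf under water (SE 0.0765, limma adjusted p 0.00591) and by 0.18 under DPI (SE 0.0765, adjusted p 0.146), and the interaction of −0.12 (SE 0.108, adjusted p 0.661) did not show a difference between the drops. With a fit of only the groups compared, the rise of MYB30 under DPI passed as well (adjusted p 0.0258). The systemic rise of MYB30 under water fell just short of the threshold when water control systemic replicate 1 was left out (limma adjusted p 0.0511, against 0.00591 with all libraries). Only 2 of the 10 had a systemic interaction past the threshold, with either adjustment. WRKY53 (AT4G23810) rose less under DPI, by −0.66 on the log2 scale (SE 0.133, limma adjusted p 0.00067). It went from 130 ± 15.3 to 237 ± 10.2 under water and from 247 ± 18.7 to 285 ± 10.7 normalized counts under DPI (SD, n = 3). GATA8 (AT3G54810, named BME3 in the annotation) rose more under DPI, by 0.46 (SE 0.0662, limma adjusted p 2.91e-06). It went from 577 ± 33.7 to 813 ± 27.7 under water and from 1233 ± 21.1 to 2390 ± 71.5 normalized counts under DPI (SD, n = 3). The other listed systemic interactions ranged from −0.19 for AT1G69890 to 0.39 for AT3G13600 and did not pass the threshold. The nearest to it was AT1G29670, with 0.12 (SE 0.0566, limma p 0.0375 unadjusted and 0.258 adjusted) and a positive difference in all 3 same-numbered replicates. Of the local interactions 6 of the 10 passed the threshold, 3 in each direction, from −1.37 for WRKY53 to 0.92 for AT3G13600. DPI without light stress changed all 10 listed transcripts in both leaves, 9 of them upwards and AT5G46270 downwards, with log2 changes of −0.35 to 1.42 in the systemic leaf. For this effect of DPI without light, RBOHD in the systemic leaf lost the threshold in 3 of the 6 fits that each left out 1 replicate (limma adjusted p 0.0512 to 0.0631, against 0.0141 with all libraries) and AT1G56520 in 1 (adjusted p 0.104, against 0.00491).

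**Figure D3:**
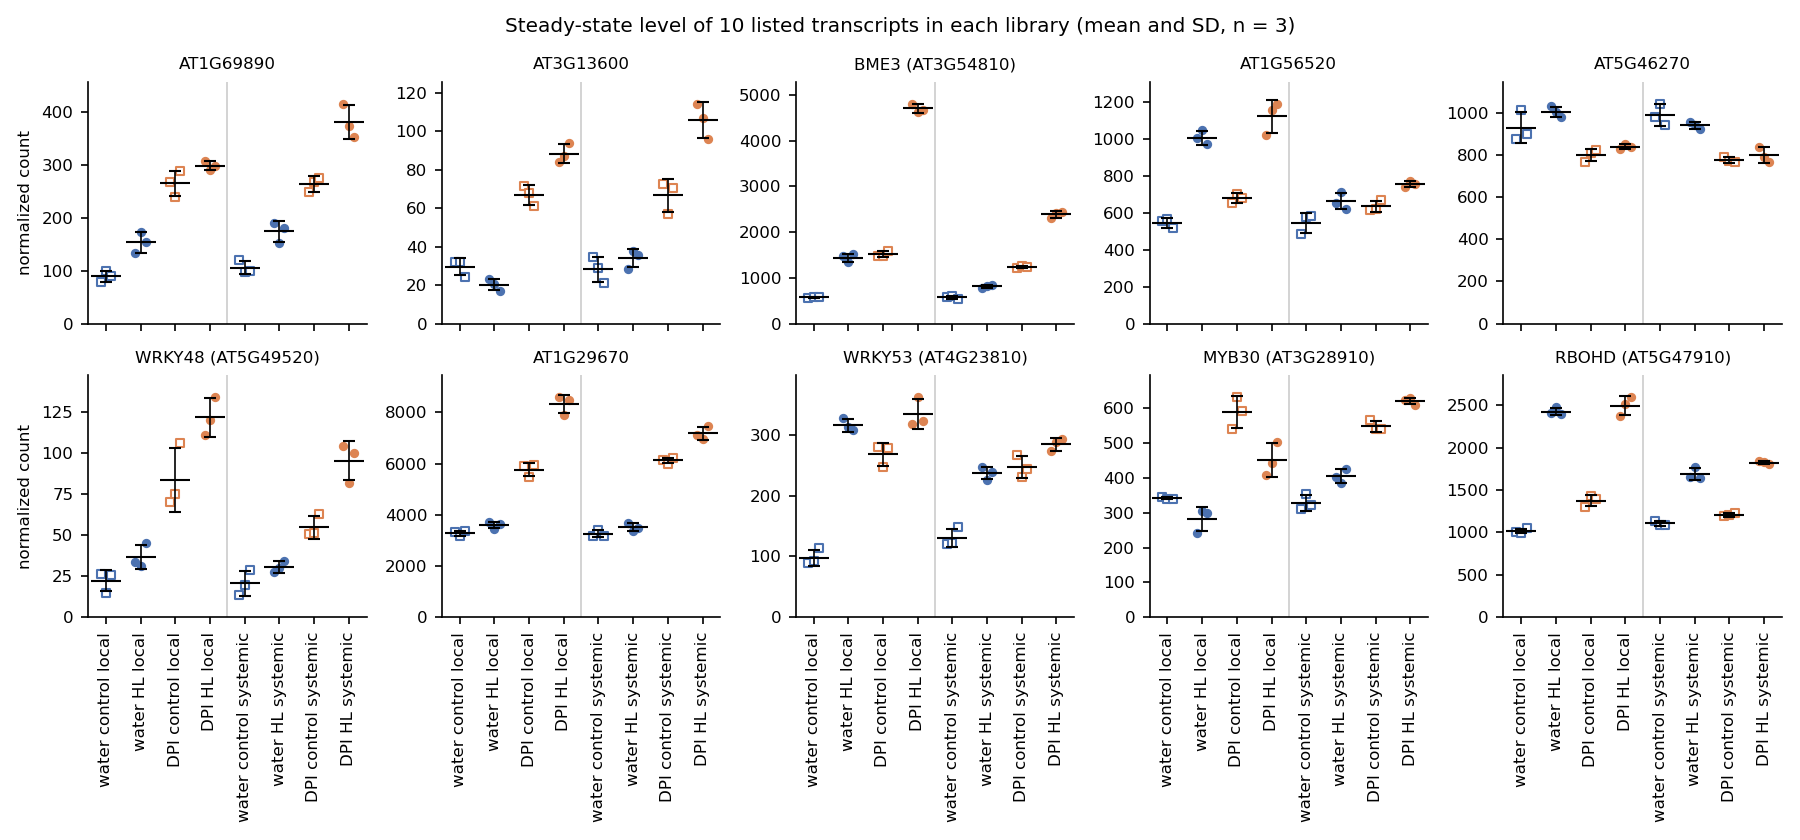
Normalized count (vertical axes, from 0) of the 10 listed transcripts in each of the 24 libraries, by group (horizontal axis), with water in blue, DPI in orange, control libraries as open squares, high light (HL) libraries as filled circles, and the mean and SD of 3 replicates in black. In 9 of the 10 transcripts the DPI control libraries lay above the water control libraries on average in both leaves.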

Values the study reported

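With DPI in the drop, the study counted 2811 systemic transcripts and 1368 local transcripts as suppressed relative to water, 8 min into the light stress. It put the systemic high light response at 3914 transcripts. A separate set of 1228 was given as systemic high light transcripts that DPI left uninhibited.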

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

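The tests of library depth, of GC content and length, of other splits and of mislabelling in this part were chosen before their results were seen. What drew attention here was in each case a difference in the response to the same light between 2 drops or 2 leaves, shown by an interaction test with limma. No group was large enough for a search for single outlying libraries.

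The response to light differed between DPI and water for 3642 transcripts in the local leaf and 1172 in the systemic leaf, and between the systemic and the local leaf under water for 3440. Depth differed between libraries, so each library was thinned to the total of the smallest. The numbers were then 3163, 1002 and 3020, each within 1.5 times of the number at full depth, and 3003 (82.5%), 929 (79.3%) and 2845 (82.7%) of the reported calls were among them with the same sign. Removing each library's trend on GC share and transcript length gave 4465, 1240 and 3822. Of the reported calls with known GC share and length, 3227 (88.6%), 1054 (90.1%) and 3154 (92.1%) were among these with the same sign, so that such trends did not account for most of the differences. Mislabelling of a single library was checked by the nearest library, which was of the same group for 24 of 24 libraries. In 4 water control libraries the second nearest was the other leaf of the same treatment, a result between the outcomes set down in advance. Because the groups share replicate numbers, each interaction was computed again from the 6 differences between same-numbered libraries, 3 on each side, and the real split was compared with the 3 others that exchange 1 pair each. In each of the 3 interactions 1 of the 4 splits, the real one, gave as many transcripts. The real split of these differences gave 1771 transcripts past the threshold for DPI against water in the local leaf, 260 in the systemic leaf and 1904 between the leaves. Each is fewer than with all libraries in one fit, which had more residual degrees of freedom. In proportion the systemic number fell furthest, from its reported 1172. The other splits gave 0 past the threshold and 558 to 806 at an unadjusted p-value under 0.05, against 2877 to 4874 for the real split. An exchange of 1 pair puts any real difference between the sides into the spread within each side. Low numbers in the other splits are then built in, and they say nothing about the cause or size of the difference. With 4 splits the share cannot be under 0.25, so that chance in how the libraries were grouped cannot be ruled out by this count. The inhibitor and the leaf type remain the explanation that the design offers, as a hypothesis, along with any other difference between the groups in plants or harvest.

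Among the interactions that the rule itself names, 14 passed the threshold. All 14 kept their sign and an adjusted p-value under 0.05 after thinning (14) and after the correction for GC share and length (14). In the local leaf the drop by light interactions were −9.20 for PAD3 (adjusted p 1.94e-15), −8.70 for PR1, −0.60 for AT1G69890, 0.92 for AT3G13600, 0.33 for GATA8 (BME3), 0.40 for AT1G29670, −1.37 for WRKY53 and −0.39 for RBOHD on the log2 scale. In the systemic leaf they were −5.31 for LTP4, −4.83 for CYP81D11, 0.46 for GATA8 and −0.66 for WRKY53. The leaf by light differences under water were −11.93 for AT1G53540 and −11.06 for HSP17.6A. Interactions of transcripts that the rule names for another comparison are not in this count. FSD1, named for its systemic fall, is such a case. Its drop by light interaction was 3.44 in the local leaf (limma adjusted p 9.37e-18) and 3.92 in the systemic leaf (adjusted p 9.1e-19). The values of PAD3, LTP4, CYP81D11, AT1G53540 and HSP17.6A depend on groups near or under the floor of 3 reads and so on the pseudocount. LTP4 was at 0 in all water libraries, and its systemic interaction was past the threshold with limma (adjusted p 3.82e-06) and DESeq2 (0.0239) and not with edgeR on the recovered reads (adjusted p 1), within a range of 9.4e-10 to 1 over its alternatives. Reads shared with similar genes were not tested for LTP4, AT1G53540 and HSP17.6A, and their differences cannot be told apart from that source.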

How the results depend on the processing

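All alternatives were fixed before the data were examined, and each changed 1 choice, except for the count tests. With edgeR the scaling was by TMM as well, and DESeq2 took all 32833 genes without the filter on low values. Their differences from the reported numbers cannot be credited to the test alone. For 10 of the 11 main counts every alternative stayed within 1.5 times of the reported count. The exception was the number of transcripts raised by light under water but not under DPI in the systemic leaf, 704 as reported and 456 with a fit of only the groups in the contrast. The cause was not tested. Its other alternatives with all libraries ranged from 522 with DESeq2 to 817 with the replicate block. The transcripts of this list that DPI alone raised numbered 498, and 310 with that fit.

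The scaling changed the balance of raised and lowered transcripts in most comparisons. With quantile normalization the raised share of calls went from 55.4% to 35.0% in the local light response under water (2469 raised and 4585 lowered, against 3278 and 2643), from 71.2% to 55.2% in the systemic one (1164 and 943, against 1403 and 568), from 52.9% to 38.3% in the local response under DPI (2532 and 4084), from 61.1% to 50.8% in the systemic one (1181 and 1142), and from 45.3% to 60.1% in the leaf by light interaction (2345 and 1560, against 1560 and 1880). The median log2 change of all transcripts was then −0.08 in the local light response under water, the furthest from 0 of the 9 comparisons. For DPI alone the share moved by less, from 53.2% to 44.9% in the local leaf and from 52.4% to 48.9% in the systemic leaf, which reversed the majority. In the drop by light interactions the majority stayed negative, with a positive share of 43.9% and then 48.9% in the local leaf and of 36.3% and then 37.9% in the systemic leaf. TMM rescaling did not move any share by over 10 points. Between 81.7% and 95.7% of the reported calls of a comparison were also made, in the same direction, with quantile normalization, and 73.8% to 96.0% with a fit of only the groups in the contrast.

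The count tests gave similar numbers. edgeR called 6048, 2023, 6006 and 2306 transcripts in the light responses (local and systemic under water, then local and systemic under DPI), 7551 and 7543 for DPI alone in the local and systemic leaves, 3565 and 1243 in the drop by light interactions and 3480 in the leaf by light interaction. DESeq2 called 5178, 1604, 5131, 1922, 6631, 6536, 2985, 982 and 2802 in the same order.

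Same-numbered libraries of different groups deviated together only slightly, with a mean correlation of their deviations from the group means of 0.0199 over 84 pairs, and 0.00589 to 0.0419 by comparison. With the replicate block the numbers were 6225, 2244, 6517, 2359, 7671, 7509, 3967, 1420 and 3764 in the same order. Each was higher than reported, so that a small shared deviation is not excluded.

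Leaving out 1 replicate at a time kept each of the 11 counts within 1.5 times. The light response gave 5157 to 5400 (local, water), 1598 to 1817 (systemic, water), 5376 to 5665 (local, DPI) and 1761 to 1968 (systemic, DPI) across 6 fits each. DPI alone gave 6676 to 6838 and 6439 to 6574. The drop by light interaction gave 3192 to 3461 and 971 to 1126, and the leaf by light interaction 3097 to 3281, across 12 fits each. The lists raised under water but not under DPI gave 1249 to 1644 and 516 to 751.

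Of 106 changes of named transcripts, 83 kept their direction and their side of the threshold under all alternatives that gave a value, 12 lost and 6 gained significance under at least 1, and 5 changed sign. All sign changes were of values that did not pass the threshold. With quantile normalization AT5G46270 went to −0.0058 in the local light response under DPI and RBOHD to 0.00068 in the systemic interaction. Across the 12 fits that each left out 1 replicate, the interaction ranged from −0.29 to 0.094 for WRKY48 in the local leaf and, in the systemic leaf, from −0.073 to 0.058 for AT1G56520, from −0.082 to 0.44 for WRKY48 and from −0.038 to 0.020 for RBOHD. The causes were not tested. Depth limits transcripts near the floor, such as AT5G21960 and LTP4. DESeq2 filtered out AT5G21960 in the systemic light response under water and gave it no adjusted p-value.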

Other observations

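In this part, the tests of the contrast behind the quoted numbers, of DPI control leaves that stand apart, of leaf types, of large falls and of the spread of clock transcripts were chosen after the result was seen. The others were chosen before, except that the copper transcripts were listed after FSD1 was seen.

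The number of transcripts raised by light under water and not under DPI in the systemic leaf was 704. That is lower than the value quoted from the study above. In the local leaf the number was 1496, within 1.5 times of the quoted value. With DESeq2 on the recovered reads the local list held 1368 transcripts, equal to the quoted value. The same procedure in the systemic leaf gave 522 (from 1148 raised under water and 1228 raised under DPI). When the water high light leaves were replaced by DPI high light leaves, so that DPI high light was compared with water control, 3914 transcripts were raised, and 2811 of them were not raised in DPI high light against DPI control. These 2 numbers, and the 1228 raised under DPI, equal the systemic values quoted. By contrast 1403 systemic transcripts were raised by light under water here. That is lower than the quoted value for the systemic response. Light raised 1309 systemic transcripts under DPI, within 1.5 times of the value quoted for transcripts not inhibited, and 699 under both drops. The second number is lower than that value. A candidate explanation is that the systemic list came from this contrast, in which the effect of DPI itself is part of the difference. Of the 2811 transcripts 360 (12.8%) were raised by light under water. The study's own list was not used here, so that equal numbers do not show that the genes are the same.

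The light response under water and the effect of DPI without light resembled each other in the systemic leaf more than the light responses under the 2 drops did. Both differences use the water control libraries, which alone makes them correlate. With separate water control replicates for the 2 differences the correlation across transcripts was 0.43 in the systemic leaf (0.40 to 0.44 over 6 ways, 0.61 with shared controls) and 0.36 in the local leaf (0.43 with shared controls), so that part of it came from shared libraries and part did not. DPI may therefore raise, before any light, many of the transcripts that light raises in the distant leaf. A high control level under DPI did not mark the systemic transcripts that left the list of light responses, since 70.7% of these were raised by DPI alone, against 85.6% of the transcripts raised by light under both drops. The local leaf differed. There the DPI control level was at or above the level after high light under water in 45.8% of transcripts raised under water only. For transcripts raised under both drops the local share was 25.3%. The lists raised under water only were not made by the threshold alone. When they were chosen on 2 replicates, at least 86.1% of local and 84.0% of systemic transcripts had a smaller response under DPI in the replicate left out. This test does not say why the response was smaller.

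The effect of DPI alone covered more transcripts than either light response. It gave 7420 transcripts in the local leaf and 7243 in the systemic leaf, 6926 and 6698 after thinning to equal depth, and 8085 and 7450 after correction for GC share and length. Of the reported calls 89.9% and 88.3% were made with the same sign after thinning, and 89.4% and 92.5% after the correction. A difference in the time of harvest was tested with clock transcripts. CCA1 and LHY, which fall through the morning, were lower under DPI, LHY at 1632 ± 62.6 against 6883 ± 148 normalized counts in the local control leaf and 1521 ± 19.8 against 7645 ± 116 in the systemic control leaf (SD, n = 3). Of 4 transcripts that rise later in the day, PRR7 was raised by 0.14 and 0.18 on the log2 scale, PRR9 and GI were lowered, and PRR5 did not pass the threshold. The rising list minus the falling list was 1.28 in the local and 1.68 in the systemic leaf, but the means of both lists were negative (−0.32 and −1.59 local, −0.08 and −1.76 systemic). A later harvest of DPI leaves, which would move the lists in opposite directions, was not borne out by this test in the local leaf. In the systemic leaf the rising list ranged from −0.56 to 0.53 about its mean of −0.08, so that the sign of that mean decides nothing. The test also takes all 4 transcripts, PRR9 among them, as rising over the hours compared, which was not checked. Each DPI effect had 1 of the 4 splits, the real one, with as many transcripts (7124 in the local and 7247 in the systemic leaf), and the other splits gave 0 past the threshold and 157 to 312 at an unadjusted p-value under 0.05. Such low numbers are built in where the sides differ for any reason, since an exchanged pair adds that difference to the spread within each side.

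LHY and CCA1 also fell in all 4 light responses. LHY changed by −0.45 and −0.40 on the log2 scale under water and by −0.76 and −0.70 under DPI (local and systemic, limma adjusted p at most 7.61e-11), although the systemic leaf received no high light. Control leaves were collected at the start of the light period, so that the time of day also moved on between them and the high light leaves. The transcripts that rise later in the day moved unevenly. In the systemic leaf under water PRR9, PRR7, PRR5 and GI changed by 0.03, −0.01, 0.39 and −0.06 (limma adjusted p 0.457 to 0.946). With DPI in that leaf, GI rose by 0.45 and PRR9 changed by −0.50. In the local leaf PRR9 and PRR7 rose under water, by 0.47 and 0.20, and PRR7 and GI under DPI, by 0.22 and 0.46. The rising list thus did not bear out a later time of day in the systemic leaf under water. Within groups LHY and CCA1 varied little beside the differences between groups. The SD between replicates, pooled over groups, was 0.03 for CCA1 and 0.04 for LHY on the log2 scale, at percentiles 7.78 and 47.3 of transcripts of similar level, so that the spread of LHY was ordinary, while the group means spanned 1.44 and 3.02. According to the study's methods, light stress experiments were done at a fixed time of the morning and the DPI experiment was repeated as separate biological replicates. Harvest of the 3 libraries of a group together, and apart from the other groups, could give this pattern, and so could replicates harvested at closely matched times. The data do not part these, although the methods speak for the second. If the first holds, the replicates would understate the error of every comparison between groups.

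Some differences, most of them in the local leaf, are large for the 8 min between control and high light leaves. A set of 241 local transcripts was raised over 4-fold by DPI alone, and 108 of these were lowered over 4-fold by light under DPI, while 9 were raised further over 4-fold. The systemic leaf showed little of this pattern. There 79 transcripts were raised over 4-fold by DPI alone, of which 3 were lowered and 1 was raised over 4-fold by light. PR1 stood at 1121 ± 116 normalized counts in the local DPI control leaf and at 79.9 ± 6.61 in the systemic DPI control leaf (SD, n = 3), although neither leaf had received high light. LTP3 went from 722 ± 5.27 to 47.0 ± 12.8 in the systemic leaf under DPI (SD, n = 3). DPI control leaves that differed from the other groups before the light are a candidate explanation that these counts cannot separate from a rapid loss of transcripts. Between systemic and local leaves without light stress 1018 transcripts differed under DPI, against 508 under water. The sign was also one-sided under DPI, with 842 lower and 176 higher in the systemic leaf, as it could be if plants or harvest differed between groups of the same treatment, or if DPI acted unequally on the 2 leaves.

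In the systemic leaf under water 3 transcripts were lowered more than 4-fold by light: FSD1, HSP17.6A (−2.27) and UGT76B1 (AT3G11340, −2.12), the last chosen after its value was seen. HSP17.6A fell from 12.6 ± 1.34 to 2.08 ± 1.71 normalized counts (SD, n = 3). The second level is near the floor, so that the size of this fall depends on the pseudocount. With synthesis stopped at the first moment, the fall of FSD1 in 8 min needs a half-life of 2.09 min in the systemic leaf and 2.29 min in the local leaf. No half-lives were at hand to say whether decay of the transcripts within the light period is possible. FSD1 is known to fall when copper is ample, and a difference in copper status between the groups was tested with CSD1, CSD2, CCS and COPT2. COPT2 was under the filter. Of the 3 tested in the systemic leaf, 2 moved as copper status predicts and none passed the threshold (limma adjusted p 0.407 to 0.958). In the local leaf CCS rose by 0.12 on the log2 scale (adjusted p 0.0135), CSD1 by 0.13 (adjusted p 0.0649), and CSD2 changed by −0.03 (adjusted p 0.562). The effect of DPI alone went against the prediction for CCS in both leaves and for CSD2 in the local leaf. CSD1 rose by 0.12 in the local leaf (adjusted p 0.0631), the predicted direction, and did not pass the threshold. FSD1 fell by 1.55 in the local and 1.27 in the systemic leaf, while CCS fell too, by 0.17 (adjusted p 0.000271) and 0.26 (adjusted p 1.52e-07), and CSD2 fell by 0.16 in the local leaf (adjusted p 0.000134). The outcome set down for this explanation needed all 4 listed transcripts to move with copper status. With COPT2 under the filter it could not be met, so that the test as set down could not decide. In the systemic leaf under water CSD1, CSD2 and CCS changed by 0.07 (SE 0.0534), 0.05 (SE 0.0343) and −0.01 (SE 0.0368) on the log2 scale, beside −3.82 for FSD1. COPT2 was not tested, and the small local rise of CCS was in the predicted direction.

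Heating of the illuminated leaf was tested with 33 transcripts named as heat shock proteins in the annotation. Their median log2 change was 1.93 in the local leaf under water, with 27 raised and 1 lowered, and 1.27 under DPI, with 28 raised and 1 lowered. In the systemic leaf the medians were 0.01, with 6 raised and 4 lowered, and −0.10, with 11 lowered. With TMM rescaling and quantile normalization the local medians stayed positive (1.92 and 1.76 under water, 1.27 and 1.19 under DPI), while the systemic median under water was 0 and −0.03. A rise of the median of this list in the lit leaf and not in the systemic leaf is what local heating may produce. Light stress without heating could give it too, and leaf temperature was not analysed here.

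In each of the 4 light responses 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many transcripts as the groups in the labels (5527 local and 1486 systemic under water, 5783 local and 2156 systemic under DPI). The other splits, which exchange 1 pair, gave 0 past the threshold and 188 to 454 at an unadjusted p-value under 0.05. These low numbers are built in where the sides differ for any reason, since an exchanged pair adds that difference to the spread within each side. The share cannot be under 0.25 with 4 splits.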
